A study of Mus musculus with 310 samples. Its data were reported in "Tissue memory relies on stem cell priming in distal undamaged areas" (2023).

How the data were processed

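Single tdTomato-positive cells were sorted from mouse tail epidermis into wells of 96-well plates. The mice carried a tdTomato reporter and an inducible Cre recombinase driven by Lrig1, a gene of stem cells in the junctional zone of the hair follicle. The study induced labelling with a single topical dose of a tamoxifen derivative, before any wound. The label thus marks cells that expressed Lrig1 at that time and their progeny, whether or not they still expressed it when sorted. Libraries were made with a modified Smart-seq2 protocol, in which polyadenylated RNA is primed with oligo-dT, copied, amplified by PCR and fragmented along its length. The protocol has no molecular identifiers, so a read is not an independent molecule, and the binomial intervals and zero limits given here cover counting error only.

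The authors mapped the reads with Salmon to the Ensembl mouse transcriptome, and the deposited table holds estimated counts per gene and cell, not scaled, of which 3.60% were not whole. The study's methods remove cells with under 1000 genes or over 50% mitochondrial reads and genes found in under 5 cells. Whether that was done to this table is not stated. Its lowest cell had 1996 genes and its highest mitochondrial share was 46.2%, so the same cell filter removed no cell, and 13956 of 14068 genes were found in at least 5 cells. Doublets were not called, because each well was meant to hold 1 sorted cell.

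The labels give 310 cells, each on a plate and with a replicate tag: RepI and RepL for the group 38w, RepM and RepN for 38wUW. The labels do not spell out UW and do not say which group had been wounded. In the study's text a bare age stands for the unwounded control, whereas UW could be read as unwounded, so the 2 readings oppose each other. Differences are therefore given as 38w against 38wUW, and whether they run towards or away from repaired skin is open. The replicate was the unit of every test between groups (n = 2 against n = 2), and cells were never taken as replicates in those tests. RepI lay on 2 plates, C114 and C118, and each of the others on 1 plate (RepL on C119, RepM on C128, RepN on C129). The labels also carry a batch tag and an alternative batch tag, which disagree for C128 and C129, so neither entered the main design. The names of 15 cells carry a suffix after the replicate that the labels do not explain, IDTILL for 13 on C114 and MBULK for 1 on C119 and 1 on C129. The study also made mini-bulk libraries from pools of cells, so the 2 MBULK samples may not be single cells. Their 75395 and 79829 reads do not set them apart from cells. On C114, 11 wells were named by 2 cells each, with and without the suffix. All were kept as separate cells, and the results were recomputed without the 15 and without the 2.

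Counts were summed per replicate over all cells, rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, quasi-likelihood F-test, Benjamini-Hochberg adjustment, threshold 0.05). The SE given with an edgeR fold change is its absolute value divided by the square root of F. It is an approximation, since that test gives no standard error. A panel of 12 genes the study follows by staining or names for its Transition Cluster was also adjusted on its own. For 9 gene lists, camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided) was run on log2 CPM. The lists were the study's markers of the Transition Cluster, of cluster 6 and of cluster 8 and its cell plasticity genes, made by the study on young cells that are not among these samples, and hand-written lists of glycolysis enzymes, hypoxia response, oxidative phosphorylation, matrix and adhesion, and actin cytoskeleton. List changes are given as mean log2 fold changes relative to all tested genes. Shares of cells were compared with an exact two-sided permutation test over the 4 replicates, whose 6 splits cannot give a p under 0.333.

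For cell classes, counts were scaled to 10000 per cell and log-transformed, and cells were clustered with scanpy 1.11.5 (2000 variable genes, 20 principal components, 15 neighbours, Leiden resolution 1). The tested lists, cell cycle, mitochondrial and ribosomal protein genes, Krt6a, Krt6b and sex genes were left out of the variable genes. A cluster took the name of the class whose markers had the highest mean z-score, where at least 3 markers were raised by a log2 fold of 0.5 or more and found in at least 25% of its cells, and where its top 10 genes held no more markers of another class than of its own. The markers were chosen beforehand, and these thresholds after the clusters had been seen. As a first mistake, 10 genes whose names only begin like those of ribosomal protein genes were barred from the variable genes as well, of which 2 are variable genes in the corrected clustering. This was corrected, and the earlier clustering is given as an alternative. For shares of cells with a read, each cell was thinned to 20000 reads, which 277 of 310 cells (89.4%) reached, with the loss of 7 cells of 38w and 26 of 38wUW.

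The groups, tests, named genes, markers, lists and most alternatives were fixed before the data were examined. Besides the panel, genes were to be named from those past the threshold with an average log2 CPM of at least 4 and both 38w replicates on the same side of both 38wUW replicates, the 5 largest rises and the 5 largest falls. No gene met that rule. Alternatives were other size factors, DESeq2 1.42.0, gene and cell filters (the stricter cells have at least 2000 genes and at most 20% mitochondrial reads), equal weight per cell, thinning, leaving out each replicate in turn, plates as units, either batch tag as a block, other set tests and other clusterings. Equal weight per cell was tested with limma on log2 of mean CPM + 1, without size factors. Its fold changes therefore carry any shift common to all genes. With 1 replicate left out, the lone replicate of its group was assumed to vary like those of the other group. Gene positions, transcript lengths and GC contents came from GENCODE vM21 on GRCm38, in which 13764 of 14068 symbols (97.8%) were found. The deposited table names no build, but the Ensembl release named in the study's methods is built on GRCm38, the assembly of this annotation.

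The edgeR, DESeq2 and camera steps were tested on counts simulated from these replicates' means and library sizes. With 191 of 11377 tested genes changed by a log2 fold of 3, edgeR called 0 and DESeq2 called 74 of them (38.7%), with 26.7% of its calls false. With no gene changed DESeq2 still called 6 of 11338 genes and edgeR 0. At a low spread between replicates, edgeR recovered 200 of 200 changed genes. The spread between these replicates, a biological coefficient of variation of 0.713, therefore limits what edgeR can call here.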

Results

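To evaluate whether wound priming lasts with age, the study profiled single Lrig1-lineage cells of repaired and age-control tail skin. The labels place 145 cells in the group 38w and 165 in 38wUW. Reads per cell ranged from 11711 to 721564 (median 61294), and 1996 to 5840 genes were found per cell. The sums per replicate were 9725117 reads over 70 cells of RepI and 5801053 over 75 cells of RepL in 38w. In 38wUW they were 5472070 over 82 cells of RepM and 12946742 over 83 cells of RepN. The log2 CPM of the 2 replicates of a group correlated across genes at Pearson's r = 0.707 in 38w and 0.877 in 38wUW. The 2 plates of RepI correlated at 0.648, less than RepI and RepL, so plates of 1 replicate can differ as much as replicates do.

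The plates differed in ways that the groups do not explain. Ribosomal protein genes took a median of 31.9% of a cell's reads on plate C114, against 6.89% on C118, which holds the rest of RepI, 3.61% on C119, 5.09% on C128 and 4.82% on C129. Mitochondrial genes took 2.77% on C114 and 33.8% on C118, and 9.69%, 14.6% and 18.3% on C119, C128 and C129. Across genes, log2 CPM of C114 correlated with that of the other plates at r between 0.648 and 0.718, the lowest being with C118 of the same replicate, while the other plates correlated with each other at 0.820 to 0.895. Each replicate has plates of its own, so plate and replicate cannot be separated.

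**Figure D1:**
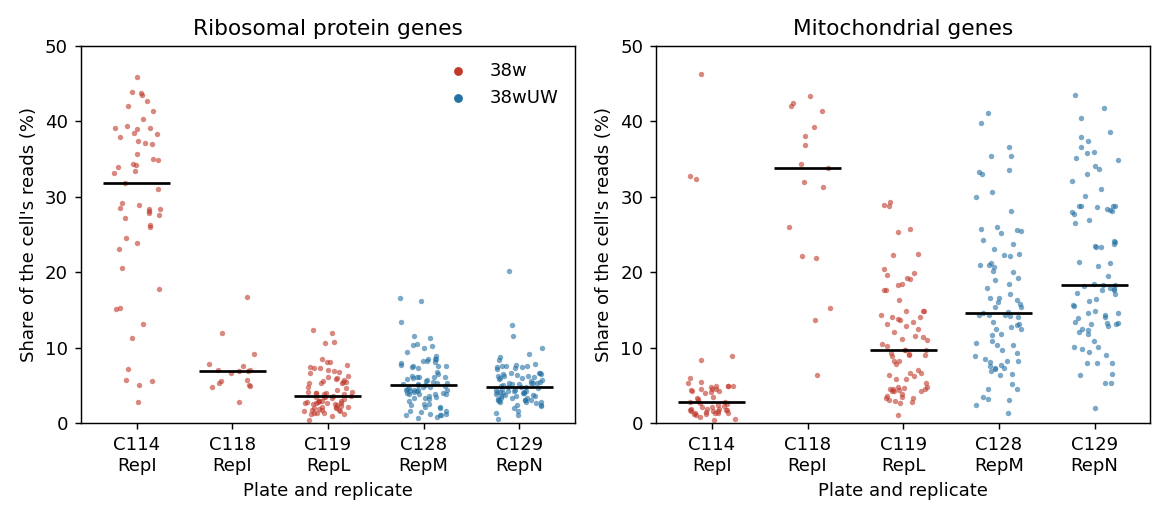
Share of each cell's reads (percent) from ribosomal protein genes (left) and mitochondrial genes (right) by plate, with cells as points coloured by group and medians as black lines. The C114 median of ribosomal reads was 31.9%, and the other 4 plates lay between 3.61% and 6.89%.

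The study compares its Transition Cluster, in which it places primed cells of the infundibulum (the upper opening of the hair follicle), between aged wounded and unwounded skin. Clustering gave 8 clusters, of which 5 could be named: infundibular and duct differentiated-like (62 cells), bulge-like (47), sebocyte-like (44), junctional zone-like (40) and interfollicular differentiated-like (35). The junctional zone-like name is weak, since none of its markers were among the cluster's top 10 genes and its mean z-score of 0.290 lay next to 0.281 for the Transition markers. No cluster was named Transition-like. Its share was therefore 0 of 70, 0 of 75, 0 of 82 and 0 of 83 cells in RepI, RepL, RepM and RepN. These 0 counts follow from the naming rule and set no upper limit on the share. The planned tests within Transition-like cells could not be run. Clusters 3 and 6 were closest to the Transition markers and stayed unnamed. Cluster 3 (43 cells, all from C114) had 7 of 8 markers raised, but Mt4, an interfollicular marker, led its top 10 genes, and the other 9 were ribosomal protein genes, whose share of reads was highest on C114. Cluster 6 (24 cells, 18 of them from C119) had 2 markers raised, Krt14 and Krt5.

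Clusters 3 and 6 together took 44.9% ± 29.5 (SD, n = 2) of the 38w cells and 1.82% ± 0.873 (SD, n = 2) of the 38wUW cells, a difference of 43.0 percentage points (exact permutation test, p = 0.333, the smallest the design allows). Only 1 alternative moved the share more: with RepL left out and the other cells clustered again, a Transition-like cluster of 40 cells, all from C114, gave a difference of 57.1 points. Cluster 3, which is apart by plate, gave 43 of the 46 cells in RepI, so this difference is not a measure of Transition-like cells alone. The joint share of clusters 3 and 6 was 65.7% (Wilson 95% interval 54.0 to 75.8) in RepI, 24% (15.8 to 34.8) in RepL, 2.44% (0.671 to 8.46) in RepM and 1.20% (0.213 to 6.51) in RepN. Within RepI it was 86.8% on C114 and 0 of 17 cells on C118, which allows up to 17.6%. Within the batch tag it was 86.8% (C114) against 2.44% (C128), and 24% (C119) and 0 of 17 (C118) against 1.20% (C129). The alternative tag exchanges C128 and C129. Under either tag C114 and C119 were above the 38wUW plate of their batch, and C118 was not. With no clustering, each cell was assigned to the study list on which it scored highest, out of 14. The Transition Cluster list was closest in 25.7% ± 6.13 of 38w cells and 3.64% ± 1.75 of 38wUW cells (n = 2 each; exact permutation p = 0.333), with 30% in RepI, 21.3% in RepL, 4.88% in RepM and 2.41% in RepN. Of the other 13 lists, 3 were also closest in more 38w cells, by up to 11.5 points, and 10 in fewer, with differences down to -13.02 points.

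Among the named classes, the infundibular and duct differentiated-like share was 8.29% ± 0.404 in 38w and 30.3% ± 1.97 in 38wUW (n = 2 each; exact permutation p = 0.333), a difference of 22.0 points that exceeded both spreads. The interfollicular differentiated-like share was 18.3% ± 11.8 and 4.86% ± 1.76, with both 38w replicates (10% and 26.7%) above both 38wUW replicates. The 2 plates of RepI did not share this, since it was 1.89% on C114 (1 of 53 cells), below both 38wUW plates (6.10% and 3.61%), and 35.3% on C118 (6 of 17). Bulge-like (8.05% ± 9.36 and 21.2% ± 7.53), sebocyte-like (7.43% ± 6.46 and 20.01% ± 2.74) and junctional zone-like shares (8.95% ± 0.539 and 16.4% ± 2.43) were lower in both 38w replicates, though all 6 junctional zone-like cells of RepI were among the 17 of C118. The exact permutation p was 0.333 for each of these 5 classes, so none could pass 0.05. Shares add up to 100%, so the many C114 cells in cluster 3 lower every other share of RepI.

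**Figure D2:**
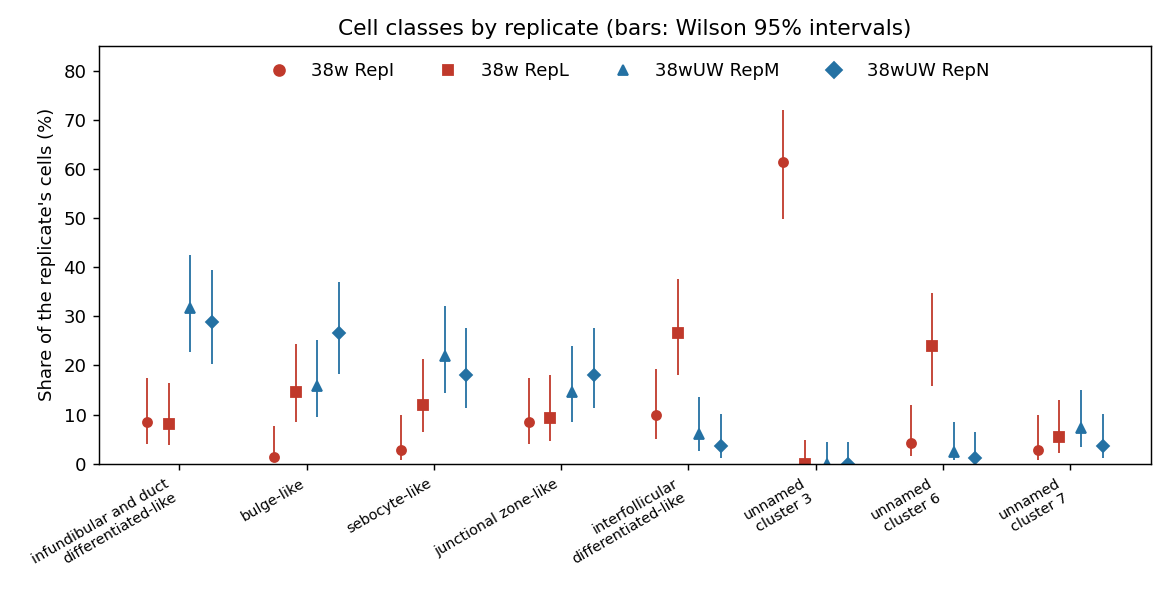
Share of each replicate's cells (percent) in the named classes and the unnamed clusters, with replicates as points coloured by group. Bars are Wilson 95% intervals for counting error, and cluster 3 took 61.4% of RepI and 0 cells of the other 3 replicates.

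The study follows Glut1, the glucose transporter encoded by Slc2a1, and the keratin Krt6a in single cells. After thinning, Slc2a1 reads were found in 34.7% ± 3.39 of 38w cells and 28.5% ± 8.28 of 38wUW cells (n = 2 each; exact permutation p = 0.667), within the spread of the replicates. Unthinned, the shares were 45.0% ± 5.12 and 44.9% ± 10.7. The difference depended on RepM and RepN, being 12.1 points without RepM and 0.373 without RepN. By plate, thinned shares were 31.4% (C114), 35.3% (C118), 37.1% (C119), 34.4% (C128) and 22.7% (C129), with overlapping Wilson intervals. Krt6a reads were found in 30.5% ± 6.77 and 30.2% ± 0.692 of cells (exact permutation p = 1.0, n = 2 each), and unthinned in 34.7% ± 7.54 and 35.7% ± 5.69. By plate, thinned Krt6a shares were 39.2% (C114), 23.5% (C118), 25.7% (C119), 29.7% (C128) and 30.7% (C129), with overlapping Wilson intervals. With C114 left out the difference was -5.56 points (exact permutation p = 0.333), so the near equality of the groups depends on that plate. Reads that Krt6a shares with its near-identical neighbour Krt6b were divided by the authors' quantification, so both are uncertain.

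Over all cells, edgeR called 0 of 11757 genes different between 38w and 38wUW (quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 949 had an unadjusted p under 0.05. DESeq2 called 83 genes, 38 higher and 45 lower in 38w. Both 38w replicates lay on the same side of both 38wUW replicates in 38.5% of genes, where chance gives 33.3%. The count moved most when RepL was left out (1218 genes, 823 higher and 395 lower in 38w) and was 187 without RepI, against 0 without RepM or RepN. The 1218 and 187 genes shared 54. The median log2 fold change of all tested genes was 0.12. It ranged from -0.33, with equal weight per cell and no size factors, to 0.28, without RepN.

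Of the 12 panel genes 11 could be tested, and edgeR called 0, either over all genes or adjusted over the list alone (smallest adjusted p 0.177). At an unadjusted p under 0.05 there were 2 genes, Ly6a and Krt14, and DESeq2 called 1, Krt14. Krt14 (chromosome 11, 100203162 to 100207548) had a log2 fold change of 3.46 (SE 1.47; edgeR adjusted p = 0.617), from 13337 ± 11809 CPM in 38w and 1214 ± 655 CPM in 38wUW (n = 2 each), with both 38w replicates above both others. Without RepL its edgeR adjusted p was 3.16e-07, at a log2 fold change of 4.23, the lowest over 16 alternatives, whose highest was 1.0. Its log2 fold change was 2.04 without RepI (edgeR adjusted p = 0.0963) and 1.37 with RepI from C118 only (0.987), so plate C114 carries much of it. Ly6a (chromosome 15, 74994877 to 74998031), which encodes Sca-1, had a log2 fold change of 2.51 (SE 1.05; edgeR adjusted p = 0.617). Its CPM was 656 in RepI, 106 in RepL, 32.4 in RepM, and its mean in 38wUW was 66.7 ± 48.5 (n = 2), so RepI carries the difference. Pkm (chromosome 9, 59656368 to 59679375) had a log2 fold change of 1.91 (SE 0.92; edgeR adjusted p = 0.625). Slc2a1 (chromosome 4, 119108711 to 119137983) had 104 ± 83.7 CPM in 38w and 41.5 ± 13.98 in 38wUW (n = 2 each), a log2 fold change of 1.33 (SE 0.91; edgeR adjusted p = 0.705). RepL carries it, since CPM was 45.2 in RepI and 164 in RepL against 51.4 in RepM and 31.6 in RepN. The log2 fold change was 0.20 without RepL. It was 0.25 with equal weight per cell, where the median of all genes was -0.33. Krt6a (chromosome 15, 101689910 to 101694307) had a log2 fold change of 0.72 (SE 0.86; edgeR adjusted p = 0.830).

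The remaining log2 fold changes were 1.30 for Ldha (chromosome 7, 46841475 to 46855627), 1.14 for Col17a1 (chromosome 19, 47646344 to 47692094), 0.52 for Itga6 (chromosome 2, 71745616 to 71858416) and 0.22 for Hif1a (chromosome 12, 73901375 to 73947530). They were -0.85 for Postn (chromosome 3, 54361109 to 54391037) and -1.13 for Lrig1 (chromosome 6, 94604529 to 94700158). The directions of Hif1a and Itga6 flipped with equal weight per cell (-0.50 and -0.21), where the median of all genes was -0.33. Itga6 thus stayed above that median. The direction of Postn flipped without RepI (0.03). Lrig1 kept its direction but was at -2.86 without RepI and -0.30 without RepL, so RepL carries much of its change. Without RepI, Ldha was at 0.61 and Pkm at 1.08. With RepI from C118 only they were at 0.49 and 0.55. Krt6b (chromosome 15, 101676023 to 101680287) had 10 reads in all and fell under the low-count filter. All 12 are protein-coding genes in the annotation.

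**Figure D3:**
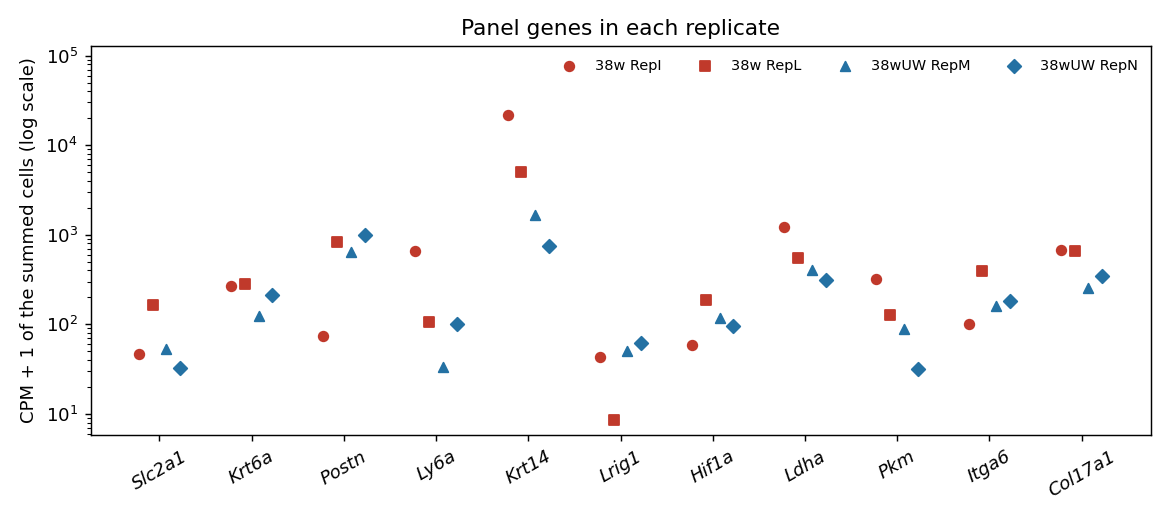
Level of the 11 tested panel genes in each replicate, as CPM + 1 of its summed cells on a log axis, with replicates as points coloured by group. Krt14 was at 21687 and 4987 CPM in 38w and at 1678 and 751 CPM in 38wUW.

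The study asks whether metabolic, migration and plasticity programmes stay raised in aged primed cells. Over all cells, 7 of 9 lists passed camera (Benjamini-Hochberg over the 9 lists). Counts of genes above 0 below use the fold changes before the mean of all genes is taken off. None of the 7 calls held under fry or under camera with an estimated correlation, where 0 lists passed. Relative to all genes, oxidative phosphorylation was higher in 38w by a mean log2 fold change of 1.24 (62 of 73 genes above 0; camera adjusted p = 3.89e-07), glycolysis enzymes by 1.06 (12 of 15; 0.00406), cell plasticity genes by 0.71 (271 of 351; 7.58e-05), Transition Cluster markers by 0.62 (65 of 98; 0.000267) and matrix and adhesion by 0.57 (26 of 36; 0.0130). Cluster 6 markers were at -0.47 (37 of 100; camera adjusted p = 0.0181) and cluster 8 markers at -0.44 (36 of 100; 0.0371). Hypoxia response did not pass (0.60; camera adjusted p = 0.0681), and its median was 0.00 relative to all genes, so a part of its genes carries the mean. Actin cytoskeleton did not pass either (0.37; 0.167). The lists are not independent, since 62 of the 100 Transition Cluster markers in the table are in another tested list. With RepI taken from C118 only, an alternative chosen after the data were seen, 4 lists passed. Oxidative phosphorylation (0.32) and Transition Cluster markers (0.68) were among them, and cluster 8 markers were at 0.25. Leaving out a replicate gave 4 lists without RepI, 4 without RepL, 7 without RepM and 1 without RepN. Oxidative phosphorylation was at 0.43 without RepI (camera adjusted p = 0.358) and 2.18 without RepL.

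**Figure D4:**
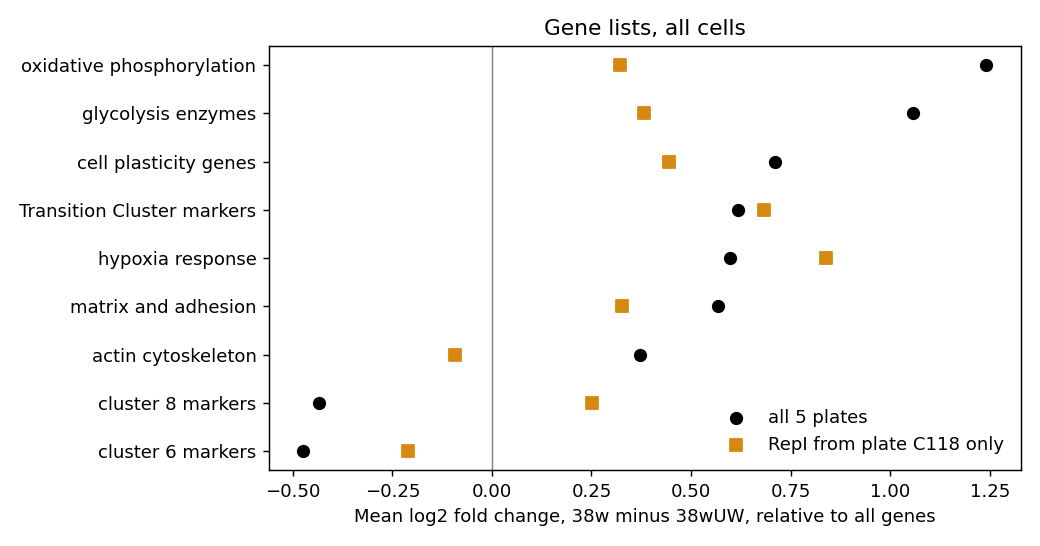
Mean log2 fold change (38w minus 38wUW) of each gene list relative to all tested genes, with all 5 plates (circles) and with RepI taken from plate C118 only (squares). Oxidative phosphorylation moved from 1.24 to 0.32 and Transition Cluster markers from 0.62 to 0.68.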

Values the study reported

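For the aged Transition Cluster, the study compared the mean expression of its memory terms between 10 cells at 40w and 32 cells at 40w pw1.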

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

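The settings with plate C114 or C118 taken alone, the same 4 plates without a block, centred plates, all clusters closest to Transition-like, 10 more genes left out of the variable genes, random genes left out, each replicate left out before clustering, the 15 cells with a name suffix left out and the 2 with the suffix MBULK left out were tests chosen only after the result was seen. The filter of the study's methods removed no cell, so "all deposited cells" is the same table and says nothing about stability and is not counted below. The alternatives set beforehand for Transition-like cells were not run, because no such class was found.

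The share of Transition-like cells, 0 in each replicate, depended on the clustering. A Transition-like cluster appeared at Leiden resolution 1.5 (a difference of 23.6 percentage points), with 1000 variable genes (20.7) and with stricter cells (31.1), each time made of C114 cells only, and with thinned cells (27.9, with 39 of its 40 cells from C114). These 4 differences rest on that plate. None appeared at resolution 0.6, with 4000 variable genes, without C118, without C114 or without the 2 MBULK cells. Leaving out a replicate after clustering keeps 0 by construction. When the other cells were clustered again, none appeared without RepN, and the difference was 57.1 points without RepL and 22.9 without RepM, both from C114 cells only, and 3.66 without RepI. The last came from a cluster of 42 cells on 3 plates, with 20% of RepL, 12.2% of RepM and 20.5% of RepN, so the 38w replicate lay between the others. With centred plates the difference was 10.6 points, and without the 15 cells with a suffix it was 11.5, from a cluster of 24 cells of which 75% came from C119. All clusters closest to the markers gave 43.0 points and the best-scoring list 22.0. With 10 more genes left out, the earlier mistake, which took away only 2 variable genes, the class held 33 cells and differed by 0.627 points (exact permutation p = 0.667). In that class edgeR called 0 of 6117 genes (269 at an unadjusted p under 0.05), DESeq2 called 42, and 1 of 6 lists passed camera, hypoxia response (adjusted p = 0.0272). Leaving out 2 random variable genes gave such a class in 9 of 50 runs, with differences from 0.0247 to 27.8 points, and leaving out 10 gave it in 5 of 50, with differences up to 25.0. With 10 left out, a cluster with over 90% of its cells from C114 appeared in 50 of 50 runs.

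The number of genes changed was 83 by DESeq2, 16 with stricter cells, 13 with the batch tag as a block, 2 with equal weight per cell, 1 without the low-count filter and 1 with the alternative tag, and ranged from 0 to 1218 when a replicate was left out (187 without RepI, 1218 without RepL). It was 0 with DESeq2's size factors, thinned cells, plates as units, the same 4 plates without a block (823 at an unadjusted p under 0.05), C118 alone and without the 15 cells. Deviations of the plates paired by the batch tag correlated across genes at 0.158, and at -0.158 for the alternative tag, and with 2 pairs this does not decide between the tags. DESeq2 called 13 of the 13 genes of the batch block and 11 of the 16 genes of the stricter cells. The stricter filter kept 50 of 53 cells of C114 but 3 of 17 of C118, and lost 66 cells of 38wUW. RepI is then nearly C114 alone. Results with stricter cells, here and below, therefore do not test the effect of that plate. Adjusted over the list alone, the panel count was 1 by DESeq2 (Krt14) and 1 with stricter cells (Ly6a), and 0 to 5 when a replicate was left out (3 without RepI, 5 without RepL).

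Over the panel, 162 of 176 single-gene alternatives kept direction and side of the threshold, 5 passed it (Krt14 by DESeq2, and Krt14, Ly6a, Pkm and Postn without RepL) and 9 reversed. Postn was 0.61 with stricter cells, and leaving out a replicate gave -3.41 (without RepL) to 0.026 (without RepI). Hif1a was -0.50 with equal weight, -0.81 with the batch tag, -0.81 with the alternative tag and -0.029 with the same 4 plates and no block, and leaving out a replicate gave -0.80 (without RepL) to 0.83 (without RepI). Itga6 was -0.21 with equal weight, and leaving out a replicate gave -0.69 (without RepL) to 1.19 (without RepI). With equal weight the median of all genes was -0.33, below Itga6 and above Hif1a. Krt6b came past the filter only where none was used, at 0.31. The share of cells with a Krt6a read changed to -6.47 points with stricter cells, where leaving out a replicate gave -4.46 to 5.12. That of Slc2a1 moved by less than its spread, and was 0.0582 points unthinned. The cause was not tested for any of these.

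Of 153 single-list alternatives, 37 no longer passed, 4 passed (all hypoxia response) and 3 reversed, and the others kept direction and side. The number of lists past the threshold, 7, was 0 with fry, 0 with an estimated correlation, 4 with stricter cells, 4 with RepI from C118 only, and 1 to 7 when a replicate was left out (4 without RepI, 4 without RepL, 1 without RepN). Cluster 8 markers were at 0.25 with C118 only. Actin cytoskeleton was at -0.093 with C118 only, and from 0.075 (without RepN) to 0.88 (without RepL) when a replicate was left out. Without RepI its mean was 0.22 while camera's direction was lower (adjusted p = 0.983, over alternatives 0.0573 to 0.983). The 15 cells with a suffix changed no list call, and the 2 MBULK cells changed no gene, panel or list call and are not counted here. Fewer cells enter with C118 only (17 in RepI), and with a replicate left out the group has 1 sample, which is part of the cause by construction.

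Depth limits single cells more than sums. The lowest of the 310 cells had 11711 reads, and 33 cells were lost at 20000 reads, mostly of 38wUW.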

Other observations

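The tests of plate C114 alone, of depth, cell types, group, batch tags and transcript length for that plate's cells, of the ribosomal and low mitochondrial shares within clusters, of draws of cells for the GC trend, of length and GC content together, of the make-up of the cells for the immediate early genes, of the Y chromosome genes and of the wells named by 2 cells were chosen only after the result was seen.

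Plate C114 stood apart from the other 4 plates. C118, the other plate of RepI, did not have its ribosomal share of 31.9%. Several explanations are argued against. Thinning to 20000 reads left 76.5% of C114 cells in a cluster in which 39 of 40 cells were from C114, so depth is not enough. The 38w group is not, since C119 of the same group had a median of 3.61%. The batch tags are not, since the higher median of the 38wUW plates was 5.09%. Other cell types are not enough for the ribosomal share in the 4 clusters that C114 shares with other plates. There, 6 of its 10 cells lay above every cell of the other plates in their cluster. The mean rank of the 10 within their clusters was 0.847 on a scale up to 1 (one-sided permutation within clusters, p = 0.0001, the least that 10000 permutations can give). This test and that of the mitochondrial share below take cells as units. Variation between plates is not covered by them. The 6 cells were all 5 of clusters 5, 6 and 7, from 11.3% to 35.7%, against a highest of 10.8% on the other plates in any of them, and 1 of 5 in the infundibular and duct differentiated-like class. In that class the median was 5.64%, against 3.91% in the 57 cells of the other plates, so cell types stay open there, as they do for cluster 3, which has no cell of another plate. They stay open for the low mitochondrial share as well, where the cells went both ways (one-sided permutation p = 0.0457). The highest mitochondrial share of those 5 infundibular and duct differentiated-like cells was 6.02%, at or above only 10 of the 57 other cells. The 1 C114 cell in the interfollicular differentiated-like class, however, was at 32.8% against a median of 14.8% on the other plates. In cluster 6, 2 of the 3 C114 cells lay above the median of its cells from other plates (6.56%), with 46.2% as the highest. In the infundibular and duct differentiated-like class the C114 fold still followed GC content across 4249 genes (Spearman's rho 0.577), above 200 draws of 5 cells from each of C128 and C129 (highest 0.441 and 0.197), against cell types as the cause of that trend. Over all cells, the C114 fold correlated across 5233 genes with transcript length (rho -0.434) and with GC content (rho 0.625). No other plate had a rho with GC above -0.152. Each plate's fold was taken against the mean of the other 4 plates. A positive trend on C114 therefore pushes those of the others down, and this contrast is partly built in. Genes are not independent replicates. A candidate explanation is a difference in library preparation that favoured short, GC-rich transcripts. Both batch tags part C114 from C118, and the study speaks of 2 experiments with animals of their own, so a biological difference between the plates also stays open and was not tested.

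The oxidative phosphorylation genes, higher in 38w by 1.24, have a median transcript length of 908 bases against 3242 over all genes. With RepI from C118 only they were at 0.32, with 54 of 73 genes above 0 before the mean of all genes is taken off. The list still passed there (camera adjusted p = 0.0168). C114 might thus explain the change in large part but not all of it, though 17 cells cannot decide. Without RepI, and so without both of its plates, they were at 0.43 (38 of 73 genes above 0 before the mean of all genes is taken off; camera adjusted p = 0.358), and without RepL at 2.18. Trends with length and GC content were taken off the fold changes themselves, which averaged 1.36 here and 0.74 in the Transition Cluster markers before the mean of all genes is taken off. What is left is therefore on another scale than 1.24 and 0.32, and is read against random lists. Length alone left a mean of 0.24, above random lists matched in size and average log2 CPM (-0.39 to 0.10), and GC content alone left 1.04. After both trends were taken off the mean was 0.11, inside -0.17 to 0.29, so length and GC content together are a candidate explanation for the whole change. The Transition Cluster markers behaved differently. They were at 0.68 with C118 only, relative to all genes. On the other scale they were at 0.40 after length, 0.63 after GC content and 0.43 after both, the last outside the random range of -0.14 to 0.28. None of these took the whole change away. The random ranges cover the choice of genes only, not the spread between replicates or the correlation of genes within a list. Lying outside them therefore does not exclude the trends. A difference between the groups stays open and untested beyond 2 replicates each, as does the make-up of the cells. Glycolysis enzymes were at 0.55 after both trends, inside -0.54 to 0.59, so the trends are not ruled out there. The other lists that passed camera stayed outside their random ranges after both. They were at 0.57 (cell plasticity genes), 0.60 (matrix and adhesion), -0.38 (cluster 6 markers) and -0.26 (cluster 8 markers). Matrix and adhesion was inside after GC content alone (0.17, -0.39 to 0.42).

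The excess of 38w cells closest to the Transition Cluster list is not due to C114 alone, since C119 had 21.3% (Wilson 95% interval 13.6 to 31.9) and the 38wUW plates 4.88% and 2.41% (upper bounds 11.9 and 8.37). C118 was at 11.8% of 17 cells, which overlaps both. Depth is argued against, since after thinning C119 stayed at 20% and C128 and C129 were at 3.12% and 1.33%. A difference between the groups stays open, and its direction with regard to wounding rests on how the labels are read. Each replicate has its own plate, so plate effects on C119 cannot be told apart from the group.

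Krt84 (chromosome 15, 101525026 to 101532820) had the smallest edgeR adjusted p over all cells, 0.0874, and was singled out after its values were seen, as was Krt36 (chromosome 11, 100102007 to 100105626). Both are keratin genes, and their reads could be shared with related keratins. Krt84 had 16630 and 4049 reads in RepI and RepL, 4 in RepM and 0 in RepN, and 6 cells held 90% of them, 3 on C114 and 3 on C119. For Krt36, 4 cells held 90% of the reads. A few rare cells are thus a candidate explanation for the read totals, and 3 of the 6 cells were interfollicular differentiated-like. They do not cover which cells had any read. Krt84 was found in 10 of 53 cells on C114, 3 of 17 on C118 and 6 of 75 on C119. On C128 it was found in 1 of 82 cells and on C129 in 0 of 83. For Krt36 these counts were 7, 3, 7, 2 and 0.

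The 22 immediate early genes, such as Fos, Jun, Egr1 and Atf3, which respond to stress within minutes, were lower in 38w, at -0.89 relative to all genes (camera p = 0.00146 for this list alone; fry p = 0.1001; estimated correlation p = 0.227). Only 1 of the 22 was higher in 38w. The mean was -0.26 without RepI and -1.13 without RepM. C114 alone is argued against, since the mean was -0.77 with C118 only. The make-up of the cells may account for part: in bulge-like cells the list's mean log2 level was 1.20 on C119, against 0.953 on C128 and 1.16 on C129, whereas over all classes C119 was at 0.605 and the 38wUW plates at 1.12 and 1.19. In infundibular and duct differentiated-like cells C114 was at 1.32 (5 cells) and C119 at 1.18 (6 cells), against 1.20 on C128 and 1.49 on C129. There C114 lay between the 38wUW plates and C119 just below both. In sebocyte-like cells C119 was at 0.870, below 1.21 and 1.06, so not every class lost the difference. Handling of the cells during sorting was not tested.

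The study states that its single-cell sequencing used female mice. Even so, reads of genes on the Y chromosome were found, Kdm5d in 52 cells, Uty in 38 and Ddx3y in 8 of the 310. There were 13 cells with reads of at least 2 of the 3 genes, against 8.94 with independent genes (permutation p = 0.0691). Reads of the X-linked relative were found in 23 of the 52 Kdm5d cells (Kdm5c), 18 of the 38 Uty cells (Kdm6a) and 6 of the 8 Ddx3y cells (Ddx3x), and in 95 of 258, 96 of 272 and 250 of 302 of the cells without the Y gene. Whether reads were assigned to the wrong relative was not tested. Of the 52 Kdm5d cells, 42 had Ddx3x reads and 2 had Ddx3y reads. That argues against male cells only if these hold about as much Ddx3y as Ddx3x, which was not tested. Male cells cannot be told apart from reads shared with the X-linked relatives, because so few reads of the Y genes are present.

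The 11 wells of C114 named by 2 cells gave pairs whose log values correlated across genes at a mean of 0.627 (0.447 to 0.724), against 0.591 for pairs of different wells (one-sided permutation p = 0.0451, 100000 permutations). Whether some of these are the same cell or cells of neighbouring origin is not settled by this.

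The number of cells in a cluster named Transition-like here was 0. That number follows from the naming rule and sets no upper limit, so it cannot be compared with the numbers of cells quoted from the study above. The names here were rebuilt from markers, while the study projected its aged cells onto its young ones.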
